A study of Homo sapiens with 12 samples.

How the data were processed

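The samples came from HEK293T, an established human embryonic kidney line that is easily transfected. Messenger RNA was profiled by strand-specific RNA sequencing in 12 libraries that fell into 4 groups of 3. In the first experiment, cells received a control siRNA (siControl) or an siRNA against POLR3A (siPOLR3A) and were harvested 2 days later. In the second, cells were exposed for 4 hours to 0.1% DMSO, the vehicle, or to 25 µM ML60218, a small molecule that inhibits RNA polymerase III (Pol III). Groups and replicate numbers were taken from the sample titles.

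The deposited table held, for each library, an estimated count and a TPM value (transcript abundance scaled to a fixed total) for each of 194142 versioned Ensembl transcripts. Per the file headers, the columns are those that the quantification program salmon writes. Neither the labels nor the headers gave the program's version, its settings, the transcript release or any filter, and these are therefore not stated here. The deposited TPM values summed to the same total in every library, whereas the deposited estimated counts were fractional and summed to different totals. Column names of the table gave the experiment, the arm and the replicate number, and each column was assigned to a sample on that basis. No column of sample values was left out.

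Transcripts were assigned to genes through their stable identifiers, without the version, in GENCODE release 29 on GRCh38. This matched 158359 of the transcripts (81.6%), which carried between 91.0% and 91.6% of the estimated reads of a library and belonged to 34318 genes. The transcripts that were not matched stayed out of library sizes and tests and held between 8.37% and 8.97% of the reads. Current symbols were found for 34137 of the gene identifiers. Of the 19951 protein-coding genes in the annotation, 486 had no matched transcript and were not analysed here. As an alternative, 17252 of the unmatched transcripts were given the gene of the matched transcripts on either side of them in the table, a rule that was correct for 99.9% of matched transcripts on which it was checked.

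Estimated counts were summed per gene and rounded to whole numbers. Each comparison was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3. Low genes were removed with filterByExpr at its default minimum count of 10 and minimum total of 15. Libraries were scaled by the trimmed mean of M values (TMM), and group means were compared with the two-sided quasi-likelihood test with robust dispersion estimates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. A change of at least 2-fold meant an absolute log2 fold change of at least 1. The standard error (SE) of a fold change was its size divided by the square root of the F statistic. CPM (read counts scaled to library size) were computed with the TMM factors and are given as the mean ± SD of 3 libraries. With 3 libraries in each arm, an exact permutation test of a single gene cannot give a two-sided p below 0.1, so the moderated model across genes was used. The design had assumed a table of counts per gene. The table held estimated counts per transcript, and summing and rounding were the steps this required.

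The difference between the effects was tested in one fit of all 12 libraries as the siPOLR3A effect minus the ML60218 effect. Gene lists were tested with camera in limma 3.58.1 on voom-weighted log2 CPM, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 13 lists of a comparison. The same lists were tested with fry and with an estimated correlation. The lists covered the subunits specific to Pol III, Pol III initiation factors with the regulator MAF1, Pol II subunits, Pol I subunits including those shared with Pol III, and cytosolic ribosomal proteins. They also covered targets of ATF4 and the integrated stress response, p53 targets, interferon-stimulated genes, NRF2 targets, heat shock response genes, cholesterol synthesis genes, immediate early genes and Pol II transcripts with short half-lives. They were written from general knowledge, and some genes are in more than 1 list, such as MCL1 and SLC7A11. List members without a matched transcript were not analysed here. The Pol II list held POLR2A to POLR2L and, unlike the Pol III list, was not limited to subunits specific to its polymerase.

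The groups, tests, lists and most alternatives were fixed before the data were examined, as was the rule for the genes named in the text. That rule took POLR3A first and left it out of the rankings within a comparison and among shared genes. In each comparison it then took the 5 largest rises and 5 largest falls among called protein-coding genes with a mean log2 CPM of at least 3 and no overlap in CPM between the groups. It also took the 3 genes with the largest summed change in each class of genes called in both comparisons, and the 3 with the smallest p on each side of the difference between the effects, under the same conditions, where the groups of at least 1 of the comparisons had to be free of overlap for a difference. Of each list it took at most 2 called genes per comparison, those with the smallest p. Genes named outside this rule are identified where they appear.

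Alternatives fixed in advance were DESeq2 1.42.0 size factors within edgeR, upper quartile and total count scaling, the DESeq2 Wald test, limma-voom, no filter on low counts, at least 10 counts in every library, protein-coding genes only, one fit on all 12 libraries, the replicate number as a block, non-robust dispersions, and leaving out each library in turn. Another 5 were added after the data had been seen. They were the inclusion of the neighbouring transcripts, an offset for isoform length derived from the deposited counts and TPM, the removal of a trend in GC content and transcript length fitted per library with splines of 5 degrees of freedom, and 2 further scalings for the gene lists.

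Library depth ranged from 37008325 to 49479476 estimated reads. Scaled to these totals, the limit set by 3 reads lay between 0.0606 and 0.0811 CPM. The totals include the transcripts that were not matched, which the library sizes of the comparisons left out. On matched reads alone, before TMM scaling, the limit of each library is therefore somewhat higher. This limit reflects counting error only. Within groups, pairs of libraries differed by more than sampling noise, with chi-square per degree of freedom between 4.16 and 21.7, so no library was counted as a duplicate of another.

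The test of single genes was checked on 1 simulated data set per comparison. Counts were drawn from the means, dispersions and library sizes of the real data, and 200 genes were changed by known amounts. Over the 15404 genes of the siRNA comparison, 90.5% of the changed genes were recovered, and 97.8% of those changed by at least 2-fold. The corresponding shares were 92.5% and 96.3% over the 15461 genes of the inhibitor comparison. Recovery was lower for genes changed by less than 2-fold, at 75.8% in the siRNA comparison and 84.8% in the inhibitor comparison. False calls made up 9.95% and 7.96% of the calls, above the nominal 5%. With 200 changed genes these shares rest on 20 and 16 false calls, and the false share among the real calls was not measured. The gene lists were checked on a further simulated data set per comparison, in which only the heat shock genes were shifted. In each, the shifted list was called and 0 others were. Genes were drawn independently, so this check could not show false list calls that come from correlation between genes. In splits of the real ML60218 and DMSO libraries that mix the groups, a median of 4 lists was called.

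Sequence motifs in 3′ untranslated regions (UTRs) were ranked in Python 3.11.15 with NumPy 2.4.6 and pandas 2.3.3, with 1 transcript per gene. The scan covered 11099 genes with a mean log2 CPM above 2 and a 3′ UTR of at least 50 bases, and 15641 sequences of 7 bases that occurred in at least 100 genes. Fold changes were limited to 3 on the log2 scale, and a quadratic dependence on UTR length and GC content was removed before genes with and without a sequence were compared. A change of −0.1 given to the genes holding one such sequence in simulated data was estimated as −0.093, and that sequence ranked 1.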

Results

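RNA polymerase III (Pol III) transcribes short noncoding RNAs, among them transfer RNAs and 5S ribosomal RNA, and POLR3A encodes its largest, catalytic subunit. Both experiments asked whether protein-coding mRNAs change when Pol III is depleted or inhibited. One depleted POLR3A in HEK293T cells with an siRNA, a short RNA that directs the cleavage of matching transcripts. The other exposed the cells to ML60218 for 4 hours. The 12 messenger RNA libraries fell into 4 groups of 3: siControl, siPOLR3A, DMSO and ML60218.

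The siControl libraries held 37008325, 40474331 and 43062101 estimated reads, and the siPOLR3A libraries 41574437, 39987298 and 37070635. The DMSO libraries held 44845882, 49479476 and 47940175, and the ML60218 libraries 39643611, 38776830 and 47419282. Between 15139 and 15595 genes per library had at least 10 estimated reads. Mitochondrial genes took between 4.91% and 8.87% of the reads.

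Among the 34318 genes with a matched transcript, 0 were annotated as a transfer RNA, microRNA, small nuclear RNA or small nucleolar RNA. There were 465 genes named after products of Pol III, and all of these are annotated as pseudogenes. The 35783 transcripts without a match have no annotated type and were not examined for such RNAs. The genes compared therefore give no level of Pol III's own products, and the comparisons concern mainly mRNAs.

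POLR3A (ENSG00000148606, GRCh38 chromosome 10, 77969251 to 78029545, minus strand) was measured at 92.2, 93.5 and 86.8 CPM in the siControl libraries, with a mean of 90.8 ± 3.56 (SD, n = 3). In the siPOLR3A libraries it stood at 19.25, 19.04 and 14.6 CPM, with a mean of 17.6 ± 2.65. The log2 fold change was −2.36 (SE 0.108, adjusted p 1.94e-05). In the DMSO libraries POLR3A was measured at 112, 118 and 108.0 CPM, with a mean of 113 ± 4.99, and in the ML60218 libraries at 85.1, 89.0 and 85.3, with a mean of 86.5 ± 2.2. This was a log2 fold change of −0.38 (SE 0.041, adjusted p 0.000229). Each difference exceeded the spread between replicates. The alternative that moved both values most was the inclusion of neighbouring transcripts, which gave −2.02 and −0.17.

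**Figure D1:**
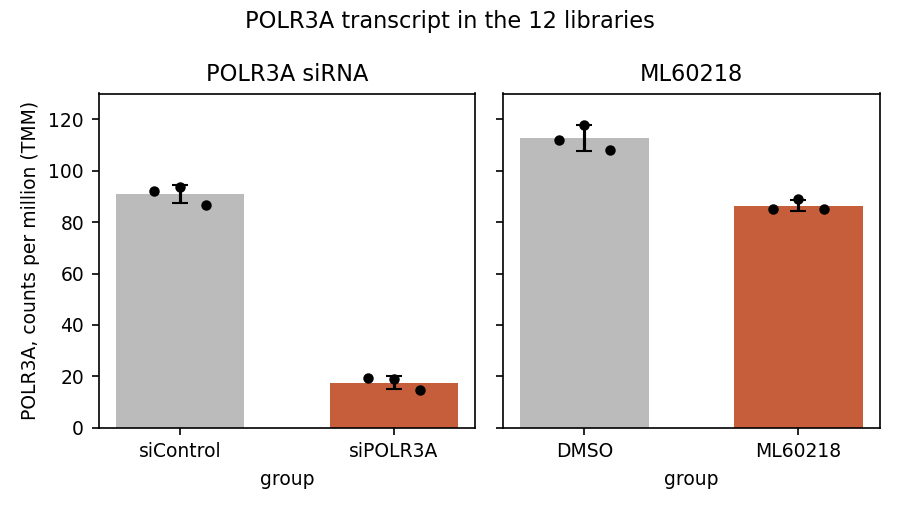
POLR3A in CPM (TMM scaled, vertical axis from 0) in the 4 groups, with bars at the mean of 3 libraries, error bars of 1 SD and a point per library. The siPOLR3A libraries lie between 14.6 and 19.25 CPM, below each of the other 9.

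The first comparison asked which genes differed 2 days after the POLR3A siRNA. Of 15404 genes tested, 8722 (56.6%) were called, of which 4222 were higher and 4500 lower in siPOLR3A. At an unadjusted p under 0.05 there were 9364. The median size of the change among called genes was 0.33 on the log2 scale. A change of at least 2-fold was called for 589 genes, 290 higher and 299 lower. The groups were free of overlap in CPM for 9772 genes (63.4%), where chance gives 10%. The biological coefficient of variation was 0.0554. Among protein-coding genes, 8488 of 14439 were called, and among other genes 234 of 965. The offset for isoform length moved the number of calls most, to 7277. The share of called genes that were higher was 48.4%, and it was 58.7% with upper quartile scaling, 57% with total counts and 42.3% with the GC and length trend removed. The balance between rises and falls therefore depended on the processing, in either direction. Across genes, the siRNA effect had a Spearman correlation of 0.22 with GC content and −0.03 with transcript length.

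The largest rise under the naming rule was in SYP (ENSG00000102003, chromosome X, 49187804 to 49200259, minus strand), from 7.78 ± 0.724 to 39.2 ± 0.88 CPM, a log2 fold change of 2.33 (SE 0.064, adjusted p 1.79e-12). It was followed by MAPK8IP2 at 1.98, SLC36A1 at 1.87, NTN1 at 1.82 and MSANTD3-TMEFF1 at 1.71. In DMSO, scaled within its own comparison, NTN1 stood at 36.5 CPM and MSANTD3-TMEFF1 at 18.55. These lay near their siPOLR3A means of 33.1 and 22.1, with 9.42 and 6.8 in siControl. SYP, MAPK8IP2 and SLC36A1 stood at 39.2, 43.1 and 72.4 in siPOLR3A, above 19.65, 24.9 and 33.2 in DMSO. Experiment and control type differ together between siControl and DMSO. MSANTD3-TMEFF1 is a readthrough gene that shares sequence with its neighbours, and without siControl replicate 1 its adjusted p was 0.0531 (range over its alternatives 9.69e-08 to 0.0531). Apart from the target POLR3A, the largest fall was in PITRM1 (ENSG00000107959, chromosome 10, 3137728 to 3172841, minus strand), from 138 ± 4.27 to 8.18 ± 3.85 CPM, a log2 fold change of −4.09 (SE 0.289, adjusted p 0.000362), which ranged from −4.20 to −2.62 over the alternatives that kept all libraries. TCEAL3 followed at −2.65, NIBAN1 at −2.52, TCEAL4 at −2.41 and TAF2 at −2.16. The value for TAF2 rested on the transcripts matched to the annotation: with neighbouring transcripts included it was 0.25 (adjusted p 6.05e-07), and with a replicate block its adjusted p was 0.0766, the ends of the range over its alternatives.

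Copies of the 6-base sequences GAGGGA and GACGTA were counted in 3′ UTRs after the values had been seen. Of the genes with the largest falls apart from POLR3A, NIBAN1 held 4 copies of GAGGGA there, while PITRM1, TCEAL3, TCEAL4 and TAF2 held 0 and had 2, 5, 7 and 1 in the rest of the transcript. Of those with the largest rises, NTN1 held 5 copies of GAGGGA and 2 of GACGTA, MSANTD3-TMEFF1 held 1 of GACGTA, SYP and SLC36A1 held 1 of GAGGGA each, and MAPK8IP2 held 0 of either. Among genes called lower by at least 2-fold and scanned for these sequences, 77.9% of 208 held GAGGGA, against 31.5% of 3595 genes that were not called. Among genes called higher by at least 2-fold, 28.2% of 78 held GACGTA, against 3.4% of those not called.

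The second comparison asked which genes differed after 4 hours of ML60218. Of 15461 genes tested, 6029 (39%) were called, 2800 higher and 3229 lower, and 7362 passed an unadjusted p under 0.05. The median size of the change among called genes was 0.27. A change of at least 2-fold was called for 204 genes, 177 higher and 27 lower. Without ML60218 replicate 1 there were 276, 218 higher and 58 lower, and without replicates 2 and 3 of that group 38 and 35 were lower. The groups were free of overlap for 8020 genes (51.9%), where chance gives 10%. The biological coefficient of variation was 0.0712. Among protein-coding genes, 5791 of 14505 were called, and among other genes 238 of 956. The number of calls moved most when DMSO replicate 2 was left out, to 4159, and with all libraries it moved most under the offset for isoform length, to 4650. The share of called genes that were higher was 46.4%, against 58.6% with upper quartile scaling and 67% with total counts.

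CHAC1 (ENSG00000128965, chromosome 15, 40952962 to 40956519, plus strand) rose most with ML60218, from 1.64 ± 0.0217 to 14.6 ± 1.61 CPM, a log2 fold change of 3.15 (SE 0.108, adjusted p 6.29e-07). ATF3 followed at 2.28, H4C15 at 2.12, DDIT3 at 2.10 and H4C14 at 1.97. H4C14 and H4C15 are copies of a histone H4 gene that share reads. H4C15 lost its call under 3 alternatives and H4C14 under 8, with adjusted p up to 0.0657 and 0.122. The largest fall was in RRN3, from 50.5 ± 4.4 to 3.12 ± 3.64 CPM, a log2 fold change of −3.93 (SE 0.874, adjusted p 0.0296). RRN3 was unstable between libraries of the same group, with 14.9 ± 14 CPM in siControl, and it lost its call under 8 alternatives, with adjusted p up to 0.116. HSPA2 fell by 1.26 on the log2 scale, TNFRSF10D by 1.19, HSPA8 by 1.16 and DNAJB1 by 1.13. DNAJB1 lost its call in 4 fits that each left out 1 library, with adjusted p up to 0.0541.

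The ML60218 libraries differed among themselves in some of these genes, in the order of their replicate numbers. HSPA8 stood at 1284, 962 and 785 CPM in replicates 1 to 3, against a DMSO mean of 2254 ± 26.5. JUN stood at 408, 545 and 788 CPM, against 192 ± 2.16, and H4C15 at 30.7, 36.1 and 64.3. Without ML60218 replicate 1, 6501 genes were called.

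The third comparison asked whether depletion and inhibition changed the same genes. Of 15165 genes tested in both, 8679 were called after the siRNA and 5994 with ML60218. Both calls were made for 3973 genes, where the totals give 3430 if unrelated (odds ratio 1.86, Fisher's exact p 7.47e-75, two-sided). Genes are not independent replicates, so this p describes the table only. Of the shared genes, 1862 changed in the same direction and 2111 in opposite directions, a share of 46.9% in the same direction (95% Wilson interval 45.3 to 48.4). This interval too treats genes as independent and describes the table only. There were 721 genes higher in both, 1141 lower in both, 1136 higher after the siRNA and lower with ML60218, and 975 the other way. Of 12 genes changed by at least 2-fold in both, 7 changed in the same direction. Across genes the Pearson correlation of the effects was −0.0034 and the Spearman correlation −0.019. With the GC and length trend removed the share was 50.7%.

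**Figure D2:**
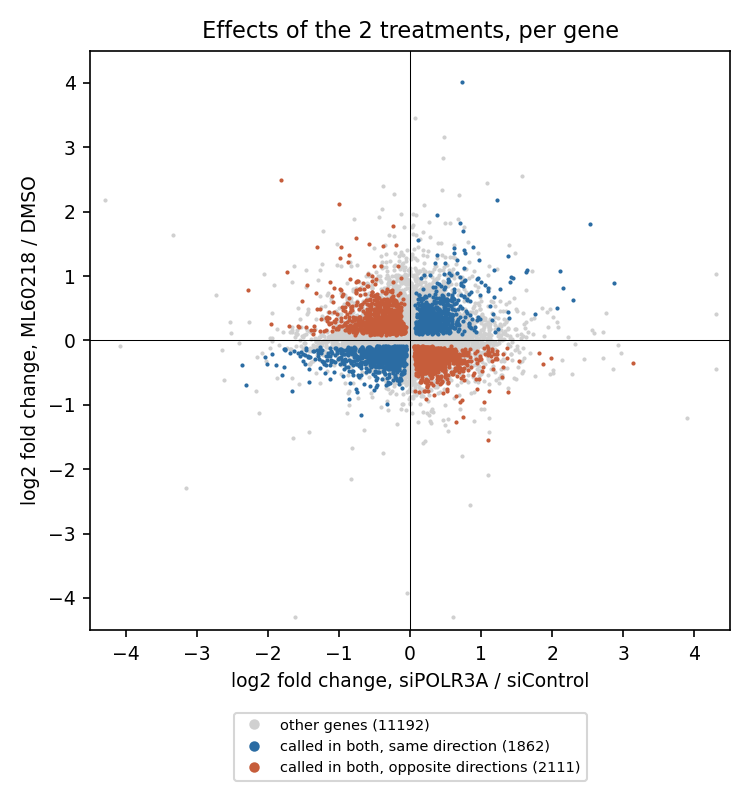
Log2 fold change of siPOLR3A against siControl (horizontal axis) and of ML60218 against DMSO (vertical axis) for 15165 genes. Blue points are the 1862 genes called in both in the same direction, red points the 2111 called in opposite directions, and grey points the other 11192; 6 genes beyond the axes are drawn at the limit of 4.3.

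Among the shared genes apart from POLR3A, CDC123 (−2.02 after the siRNA, −0.36 with ML60218), TXNDC12 (−2.04 and −0.25) and ARRDC3 (0.38 and 1.95) had the largest summed changes in the same direction. With the offset for isoform length, ARRDC3 lost its call after the siRNA, with an adjusted p of 0.167 (range over its alternatives 3.63e-07 to 0.167). In opposite directions they were H4C15 (−1.01 and 2.12), JUN (−0.76 and 1.60) and SLFN5 (−1.45 and 0.86). In their UTRs, SLFN5 held 3 copies of GAGGGA and 1 of GACGTA, and ARRDC3 3, JUN 2 and CDC123 1 of GAGGGA. TXNDC12 and H4C15 held 0 of either. JUN lost its ML60218 call with a replicate block and without each DMSO replicate, with adjusted p up to 0.0621.

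The effects were also compared with each other, as the siPOLR3A effect minus the ML60218 effect. Of 15780 genes tested, 8031 differed, 3868 with a positive and 4163 with a negative difference, and 984 by at least 2-fold. The smallest p on the positive side belonged to SLC36A1 (difference 2.24), MCL1 (1.47) and GRWD1 (1.62), and on the negative side to TCEAL4 (−2.36), FADS1 (−1.76) and NIBAN1 (−2.63). In DMSO, MCL1 and GRWD1 stood at 300 and 80.4 CPM, near 322 and 75.9 in siPOLR3A, with 145 and 33.7 in siControl. For MCL1 and GRWD1 the difference may therefore reflect a low siControl level. SLC36A1 stood at 33.2 in DMSO, below 72.4 in siPOLR3A. The UTR of FADS1 held 4 copies of GAGGGA, that of GRWD1 held 1 copy of GACGTA, and that of MCL1 held 0 of either.

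The gene lists asked whether the genes of a process moved together. After the siRNA, 0 of the 13 lists were called, and 1 passed an unadjusted p under 0.05, the immediate early genes (median log2 fold change 0.22, p 0.0452 in camera within limma, adjusted p 0.431). Under fry, which tests the members of a list without setting them against other genes, 5 lists were called after the siRNA. They were immediate early genes (adjusted p 0.0409), short-lived transcripts (0.0232) and heat shock genes (0.0232) towards higher values, and ATF4 targets (0.0443) and interferon-stimulated genes (0.0232) towards lower values. In each of these lists the fry value was the lowest over its alternatives, and the highest lay between 0.962 and 0.998. In camera, for the other lists the adjusted p ranged from 0.431 to 0.961, with medians of 0.005 for Pol III-specific subunits, 0.039 for Pol III factors, 0.14 for Pol II subunits, 0.036 for Pol I subunits and 0.013 for ribosomal proteins. They were 0.036 for ATF4 targets, 0.13 for p53 targets, 0.035 for interferon-stimulated genes, 0.039 for NRF2 targets, 0.034 for heat shock genes, 0.045 for cholesterol genes and 0.21 for short-lived transcripts. Single members changed all the same: RPL27A fell from 854 to 309 CPM (log2 fold change −1.47), and of 77 ribosomal protein genes 15 were called higher and 14 lower, or 28 in all adjusted over the list alone.

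With ML60218, 7 lists were called. The other splits of the same 6 libraries gave a median of 4 and at most 6 called lists with the same test, so a number of 7 lay little above them and the adjusted p of camera overstates the evidence. ATF4 targets were higher (28 tested, median 0.68, adjusted p 9.76e-17), with 25 called higher and 0 lower, and 25 called when adjusted over the list alone. Immediate early genes were higher (33 tested, median 0.41, adjusted p 0.000331), with 18 called higher and 3 lower, and 22 adjusted over the list alone. Heat shock genes were lower (18 tested, median −0.24, adjusted p 1.84e-07), with 16 called lower and 1 higher, and 18 adjusted over the list alone. Pol II subunits were lower (12 tested, median −0.23, adjusted p 3.5e-05), with 10 called lower. Their list was not limited to subunits specific to Pol II, so the fall does not single out Pol II. Cholesterol genes were lower (25 tested, median −0.12, adjusted p 0.00513), with 12 called lower and 2 higher. These 5 lists kept the direction of their median and their call under total count, RLE and upper quartile scaling. Camera compares a list with other genes, so the kept calls say little about scaling. The size of a fall depended on the scaling: with total counts the median of cholesterol genes was −0.054.

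Ribosomal protein genes were lower with ML60218 (77 of 79 tested, median −0.14, adjusted p 2.13e-10), with 47 called lower and 57 called when adjusted over the list alone. With the GC and length trend removed the median was 0.001 and the adjusted p 0.441, within a range of 9.77e-16 to 0.592 over the alternatives. NRF2 targets were lower (22 of 25 tested, median −0.071, adjusted p 0.0482) but lost their call under 10 alternatives, with adjusted p from 0.0227 to 0.611. The other lists were not called: Pol III-specific subunits (median 0, adjusted p 0.817), Pol III factors (−0.092, 0.121), Pol I subunits (−0.015, 0.655), p53 targets (0.009, 0.919), interferon-stimulated genes (−0.021, 0.919) and short-lived transcripts (0.028, 0.618). Of the 7 lists called, 5 held under fry, all but ribosomal proteins and NRF2 targets, and fry also called Pol III factors (adjusted p 0.00285, range over its alternatives 0.00285 to 0.416) and p53 targets (0.0173, range 0.0173 to 0.997). With an estimated correlation 0 held, and 3 passed an unadjusted p under 0.05.

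**Figure D3:**
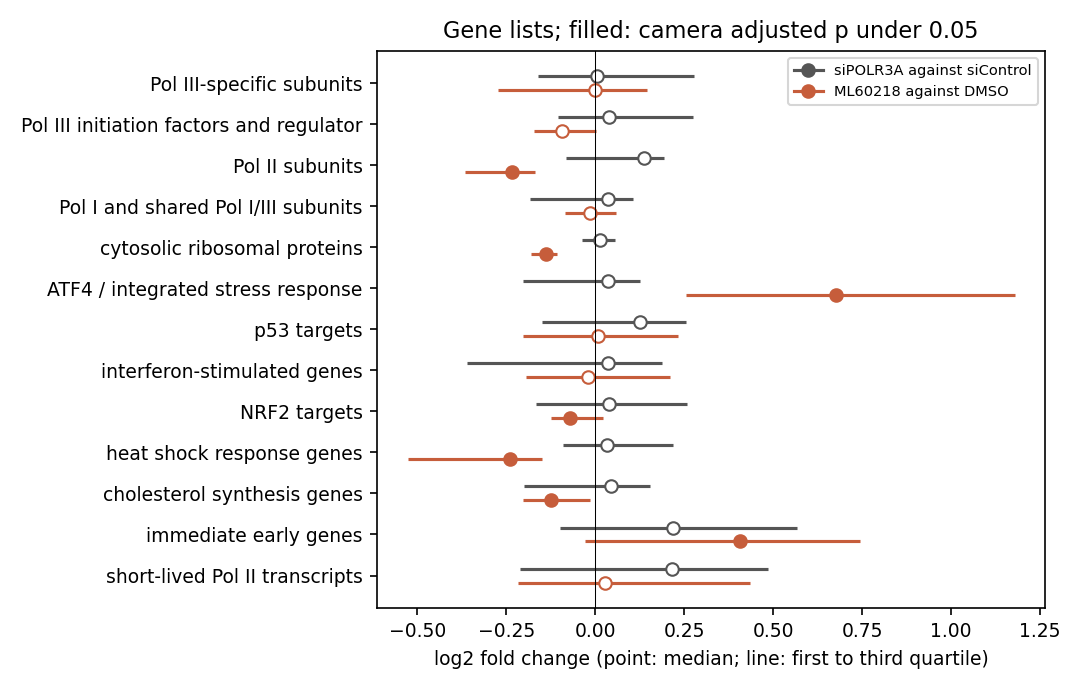
Median log2 fold change (points) and quartiles (lines) of the 13 gene lists in both comparisons, with filled points for a camera adjusted p under 0.05. After the siRNA 0 lists are filled, where fry called 5, and with ML60218 7 are; the ribosomal protein median of −0.14 was 0.001 once the GC and length trend was removed, and the NRF2 call was lost under 10 alternatives.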

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

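The test of ribosomal proteins under another scaling and the tests of POLR3A with ML60218 were chosen only after the result was seen. The other tests in this part were chosen before their own results were seen, but the removal of the GC and length trend, on which several rest, was an alternative added after the data had been seen.

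The siPOLR3A and ML60218 effects differed in 8031 genes. The experiments differ in agent, duration and control, so a difference between the effects does not separate depletion of Pol III from inhibition of it. Of 100 splits drawn from the 200 possible, 1, the real one, gave as many genes. The median of the others was 0 and the highest was 4762. In the siRNA comparison 1 of the 10 splits of the 6 libraries gave as many called genes as the real split, and 1 of 10 gave as many with at least a 2-fold change. The same counts held for ML60218. Only the real split did so in each case, but 10 splits cannot give a share below 0.1. For genes called in both comparisons, 1 of 100 splits gave as many. Other splits of either comparison called at most 1 gene, so this outcome was fixed and says nothing about a shared response.

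POLR3A differed by −1.97 (SE 0.108, adjusted p 2.59e-08) between the effects, since it fell further after the siRNA that targets it. Its smaller fall with ML60218 was −0.44 with the GC and length trend removed and −0.31 with total counts, so neither accounts for the whole fall. With neighbouring transcripts included it was −0.17, so much of its size depended on which transcripts were assigned to the gene. A shift between transcripts of POLR3A, or a response of its level to the compound, may account for it, and neither was tested.

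Of the 13 lists, 4 differed between the effects in camera. Under fry, ATF4 targets, heat shock genes and Pol II subunits held (adjusted p 4.01e-06, 4.58e-05 and 0.00327) and ribosomal proteins were lost (0.0757). Fry called 5 further lists: Pol III factors, interferon-stimulated genes and short-lived transcripts (0.00327 each), cholesterol genes (0.00412) and p53 targets (0.0399). With an estimated correlation 0 lists were called, and 1 passed an unadjusted p under 0.05. The adjusted p was then 0.504 for ATF4 targets, 0.633 for heat shock genes, 0.69 for Pol II subunits and 0.914 for ribosomal proteins.

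ATF4 targets differed by a median of −0.73 (adjusted p 5e-09), being higher with ML60218. The difference was −0.76 with total counts (adjusted p 9.42e-09) and −0.71 with the GC and length trend removed (adjusted p 1.28e-09). Neither scaling nor such a trend accounts for it. A response to the compound that the siRNA lacked may explain it, and so may the difference in duration; the data do not separate them.

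Heat shock genes differed by a median of 0.42 (adjusted p 2.77e-05), being lower with ML60218. With total counts this was 0.39 (adjusted p 5.98e-06) and with the trend removed 0.40 (adjusted p 4.09e-06), so these explanations do not account for it. The ML60218 libraries differed among themselves in HSPA8, from 1284 to 785 CPM. Part of the difference came from the siRNA comparison: HSP90AA1 was 0.60 after the siRNA and −0.15 with ML60218, and DNAJA1 0.66 and −0.55. After the siRNA, 8 members of the list were called higher and 4 lower. HSPA8 fell in both (−0.685 and −1.158), and its difference was not called (0.48, adjusted p 0.0861 in the quasi-likelihood test). An effect of the compound on the heat shock response may explain part of the difference, as a hypothesis.

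Pol II subunits differed by a median of 0.34 (adjusted p 0.011). Total counts gave 0.32 (adjusted p 0.00693). Removing the GC and length trend gave 0.26 (adjusted p 0.11), in the same direction but no longer called. For the difference, a GC or length bias and a change in these 12 genes therefore cannot be told apart. The fall with ML60218 alone lost its call under 1 alternative only, the estimated correlation (adjusted p 0.361). Its median stayed between −0.235 and −0.162 over the alternatives that kept all libraries, among them the removal of the trend. This argues against such a bias as the whole cause of that fall.

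Ribosomal proteins differed by a median of 0.14 (adjusted p 3.19e-05). Total counts gave 0.12 (adjusted p 2.96e-05), whereas removing the trend gave 0.04 (adjusted p 0.573), as a GC or length bias would. The fall with ML60218 alone showed the same. Genes chosen as nearest in GC content, length and expression had a median of −0.23 (95% of draws −0.25 to −0.19), lower than the −0.14 of the ribosomal proteins, in 10000 of 10000 draws that used 182 distinct genes. The match was incomplete: their median log2 CPM was 8.24 against 9.3, and their median length 926 against 756 bases. With the trend fitted without them their median was 0.007 (adjusted p 0.406). With total counts it was −0.067, while the median of all genes moved from 0.005 to 0.076, so the scaling set much of the size of the fall. The list was still called (adjusted p 5.81e-09, range over its alternatives 9.77e-16 to 0.592), but camera compares a list with other genes. A shift common to all genes cannot remove such a call, so the call does not bear on scaling. The fall relative to other genes may therefore reflect a trend with GC content and length that short genes share. Across genes the ML60218 effect had a Spearman correlation of −0.23 with GC content and 0.28 with length. Such a trend may be technical, or may be part of the response to the compound.

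Transcripts that were not matched to a gene lay outside the comparisons, and some differed between groups. After the siRNA, 597 of 11060 were called, 278 higher and 319 lower, and with ML60218 178 of 11125 were, 106 higher and 72 lower. Beside a called gene, 146 of 206 changed in the direction of that gene after the siRNA (70.9%, 95% Wilson interval 64.3 to 76.7), and 33 of 45 with ML60218 (73.3%, 59 to 84). The intervals treat transcripts as independent. Transcripts beside a called gene may be further transcripts of genes already counted, and the remainder may be separate.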

How the results depend on the processing

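No test in this part was chosen only after the result was seen, but 5 alternatives were added after seeing the data: neighbouring transcripts, the isoform length offset, the removal of the GC and length trend, and RLE and upper quartile scaling of the gene lists.

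Calls after the siRNA ranged from 7277 to 9163 over the alternatives that kept all libraries and from 7998 to 8361 over the fits that left out 1. With ML60218 the ranges were 4650 to 6799 and 4159 to 6501, and for the difference between the effects 6729 to 8408 and 7504 to 8266. Of the calls after the siRNA, 6935 were shared under the isoform length offset. Genes changed by at least 2-fold ranged from 444 to 772 after the siRNA, and from 609 to 637 with 1 library left out. With ML60218 they fell to 128 (112 higher, 16 lower) under DESeq2 and to 120 (106 higher, 14 lower) with at least 10 counts in every library, and ranged from 171 to 276 with 1 library left out, the highest without ML60218 replicate 1 (218 higher, 58 lower). The cause was not tested for DESeq2; the count filter tests fewer genes.

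Genes called in both comparisons numbered 2644 under the isoform length offset, and 2768 to 4329 with 1 library left out. The share in the same direction was 50.7% with the GC and length trend removed and 45.4% to 48.6% with 1 library left out, the highest without siControl replicate 1. The Pearson correlation of the effects ranged from −0.014 to 0.028 over the alternatives that kept all libraries. Among the 10224 genes with a mean log2 CPM of at least 3 it was −0.049. After the siRNA the effect had a Spearman correlation of 0.22 with GC content, and with ML60218 one of −0.23. Such opposite trends would place genes in opposite directions, and may account for the share of 46.9% before their removal. The cause of the other shifts was not tested. List calls over both comparisons numbered 12 under fry, 0 with an estimated correlation (3 at an unadjusted p under 0.05) and 6 to 7 with 1 library left out. The 12 were 5 after the siRNA, where camera called 0, and 7 with ML60218.

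Reversals were small except for TAF2, which after the siRNA was 0.25 with neighbouring transcripts, which add transcripts to the gene. With ML60218, TCEAL4 was 0.024 under total counts and 0.002 with the trend removed, and FADS1 0.001 under total counts. The medians of Pol I subunits were 0.056 with total counts, 0.024 with upper quartile scaling and 0.007 with the trend removed, and of interferon-stimulated genes 0.051 and 0.018 under those scalings. With the trend removed, those of ATF4 targets and NRF2 targets after the siRNA were −0.017 and −0.011, and with ML60218 ribosomal proteins had 0.001, p53 targets −0.002 and Pol III-specific subunits −0.025. The last had −0.015 with neighbouring transcripts. With ML60218 the median of all genes rose from 0.005 to 0.076 under total counts and to 0.045 with upper quartile scaling. The reversals under these scalings therefore go with a shift of genes in general. The cause of the others was not tested.

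With 1 library left out, medians with ML60218 ranged from −0.044 to 0.009 for Pol III-specific subunits, −0.093 to 0.02 for interferon-stimulated genes and −0.016 to 0.038 for p53 targets. After the siRNA they ranged from −0.103 to 0.071 for interferon-stimulated genes, −0.006 to 0.071 for cholesterol genes, −0.004 to 0.032 for Pol III-specific subunits and −0.008 to 0.052 for Pol III factors.

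Of 112 further results, 76 kept their direction and side of the threshold under all alternatives. Across the rest there were 55 weaker, 18 stronger and 30 reversed values; 26 of the weaker and 14 of the reversed came from leaving out 1 library.

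Replicate numbers did not pair the libraries: the correlation of deviations within a number was −0.097, 0.067 and −0.206 in the siRNA experiment and −0.099, 0.016 and −0.054 in the other. A replicate block gave 8493 and 5393 calls and 7 list calls. Under the block TAF2, H4C15, H4C14, RRN3 and JUN lost a call, and the median of Pol III-specific subunits with ML60218 was −0.002.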

Other observations

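All tests of short sequences in this part were chosen only after the result was seen, as was the contrast of site-bearing genes over all 12 libraries, which sets the control groups side by side.

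Genes lower after the POLR3A siRNA shared a sequence in their 3′ UTR. Of 15641 sequences of 7 bases in 11099 genes, GGAGGGA had the lowest z, −18.4 (2109 genes, mean difference −0.17), followed by GAGGGAA at −17.6. The highest absolute z in 200 permutations over genes was 5.01, and 0.005 is the smallest p they can give. With ML60218 the highest absolute z was 4.47 (permutation p 0.144). GGAGGGA was chosen on the odd chromosomes (z −13.6, 5923 genes) and had a z of −12.5 on the others (5176 genes), again ranking 1. Genes with GGAGGGAA differed by −0.28 ± 0.019 (SE, 765 genes), and those with only the 6 bases GAGGGA by −0.063 ± 0.012 (1160 genes). Genes with 1, 2 and 3 or more sites differed by −0.11, −0.17 and −0.20. A GGAGGGA or GAGGGAA in the 3′ UTR went with −0.19, and one in the 5′ UTR or coding sequence only with −0.087. The latter genes also differed by 0.04 ± 0.006 with ML60218, where no siRNA was compared, so this class carries shifts that have nothing to do with an siRNA.

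An siRNA can lower transcripts that match its seed, a stretch near its 5′ end, in the manner of a microRNA. In the siPOLR3A libraries the genes with GAGGGA stood at −0.10, against 0.036 in siControl, 0.033 in DMSO and 0.031 in ML60218. Of 220 splits of the 12 libraries, 1 separated as far (exact permutation p 0.0045, the smallest possible). The sequence had been chosen on the siPOLR3A and siControl libraries, so this p is not independent support for it. The DMSO and ML60218 libraries took no part in that choice, and their means lay near the siControl mean. The pattern is consistent with pairing of a seed of the POLR3A siRNA. UTR length and GC content were removed before the scan. Of 21 sequences made of the same bases, 19 lacked GAGGGA; their median z was −3.3 and the lowest −11.0, for AGGAGGG, which overlaps the site by sequence. Composition alone therefore leaves part of the signal unexplained. The reverse complement had a z of −0.1, which a bias of the libraries towards the sequence on either strand would not give. GGAGGGA had a z of −0.2 with ML60218. Regulation that follows loss of POLR3A over 2 days cannot be told apart from seed pairing, because ML60218 acted for 4 hours and the siRNA sequences were not used here. POLR3A itself holds 1 GGAGGGAA, in exon 20 of 31 (chromosome 10, 77993241 to 77993248), but so do 20.3% of 1603 transcripts of similar length, which is weak evidence. POLR3A also holds GAGGGA in its 3′ UTR (77976968 to 77976973, exon 31). Of the 5 named genes with the largest falls apart from POLR3A, NIBAN1 held GAGGGA in its 3′ UTR, and PITRM1, TCEAL3, TCEAL4 and TAF2 held 2, 5, 7 and 1 copies elsewhere in the transcript only. NTN1, which rose against siControl, held 5 copies of GAGGGA and 2 of GACGTA in its 3′ UTR. Its siPOLR3A mean of 33.1 CPM lay near 36.5 in DMSO, with 9.42 in siControl, so its rise may reflect a low siControl level. Experiment and control type differ together here, so this is not settled. Whether the sites account for a single gene was not tested.

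Genes higher against the control siRNA shared AGACGTA, with a z of 10.4 (182 genes, mean difference 0.30). Chosen on the odd chromosomes with a z of 7.7, it had 7.1 on the others. GACAGTA, which lacks GACGTA, had a z of 8.3 on the same side (897 genes, mean difference 0.11). This lay above the highest absolute z of 5.01 in the permutations, and pairing with GACGTA does not cover it. Genes with GACGTA stood at −0.20 in siControl, against 0.045 in siPOLR3A, 0.066 in DMSO and 0.091 in ML60218 (exact permutation p 0.0045, the smallest possible). This sequence too had been chosen on the siControl and siPOLR3A libraries, so the p is not independent support for it. The siPOLR3A mean lay near the DMSO mean, which argues against regulation that follows loss of POLR3A. The pattern suggests pairing of a seed of the control siRNA, which would make these genes appear higher in siPOLR3A. Experiment and control type differ together in this contrast, so this remains a hypothesis.

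Seed pairing may account for part of the calls after the siRNA. Among 3619 scanned genes without either 6-base sequence in the transcript, 63.7% were called, against 67.6% of all scanned, and 31 (0.86%) changed by at least 2-fold, against 286 (2.58%). In the former, 41.9% of the genes called in both comparisons changed in the same direction and the correlation of the effects across genes was −0.10, against 46.0% and −0.047. The tests that bear on the seed are the z of −12.5 and 7.1 above. Calls were therefore nearly as frequent without these sites, while changes of at least 2-fold were less frequent. Of the 7504 calls among scanned genes, 2305 were in genes without either sequence. Those genes were not matched to the others in length or expression and may hold GACAGTA or AGGAGGG. How many calls depend on the sites can therefore not be said.

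For gene lists after the siRNA, 10 of the 10 splits gave as many called lists as the real split, which gave 0; the other splits had a median of 1 and at most 2. With ML60218 1 of 10 did; the real split gave 7, and the others had a median of 4 and at most 6, so camera called lists in splits that mix the groups. For the share of shared genes in the same direction 1 of 100 splits counted, the real one, but 0 others had the 20 shared genes needed for a share, so this says nothing about it.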
